A study of Homo sapiens with 23 samples. Its data were reported in "A microRNA activity map of human mesenchymal tumors: connections to oncogenic pathways; an integrative transcriptomic study" (2012).

How the data were processed

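Gene expression was measured in formalin-fixed, paraffin-embedded blocks of human soft-tissue sarcomas on Illumina whole-genome DASL bead arrays, an assay that copies short stretches of fragmented RNA by annealing, extension and ligation of gene-specific oligonucleotides. The labels of the 23 arrays carry 15 tumour numbers, of which 8 recur with a decimal added. These were read as tumours run on 2 arrays each. The labels do not say whether both arrays used the same RNA. The groups are the histologies named in the labels: 3 leiomyosarcomas, 3 liposarcomas, 2 synovial sarcomas, 2 tumours labelled MPNST (the field's abbreviation for malignant peripheral nerve sheath tumour), 4 spindle cell tumors and 1 tumour labelled MFH (malignant fibrous histiocytoma). Tumours are named here by their group and the number in their label. No normal tissue is in the series. The labels differ from the paraffin cohort described in the study, which has 1 liposarcoma more, includes osteosarcomas and lists no MPNST, spindle cell tumor or MFH, so the series may not be that cohort as printed.

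The authors deposited the non-normalized signal intensity of 24526 probes per array, summarised in GenomeStudio, whose version the labels do not state. The authors also deposited a detection p-value per probe and array, the share of negative control probes as bright as the probe. The deposited intensities ran from 17.13 to 42417, with 0 negative values. A second deposited table of 18355 gene entries holds intensity scaled by the authors to a common mean of 1152.8 per array. Of its entries, 14478 were exact multiples of the non-normalized intensity on every array, within a relative tolerance of 0.001, with a factor per array between 0.781 and 1.66, and 3877 were not. The methods describe background subtraction before scaling, but exact multiples leave no room for it in those entries.

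The non-normalized intensities were background-corrected and quantile-normalized with the neqc function of limma 3.58.1 in R 4.3.3, which uses the detection p-values, with an offset of 16 before log2. The 1st percentile of the normalized values was 4.69 and the median 7.96, so a level near 4.7 is the floor of the scale. The 2 arrays of a tumour were averaged. A probe was kept when its detection p was under 0.05 on all arrays of at least 2 tumours, which left 21221 probes. The files pair 17578 probes with 1 gene symbol and leave 6948 unnamed here, and 17477 of the named probes matched a gene of the NCBI RefSeq table for assembly GRCh38.p14 by Entrez ID, with 0 symbols changed. No genome build is named in the files, so no positions are given. Each gene was represented by its probe with the highest mean, giving 15192 genes. Among 35 genes with more than 1 probe past the filter, 24 had a Pearson r under 0.5 between probes over the tumours (median r 0.221), so a single probe is a weak measure of some genes.

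One limma fit on the 6 groups (residual degrees of freedom 9) gave a moderated F-test over the 5 groups with at least 2 tumours. It also gave 6 two-sided contrasts: leiomyosarcoma against liposarcoma, and each of the 5 groups against the equally weighted mean of the other 4. Leiomyosarcoma and liposarcoma are the histologies in which the study checked its miRNA activity results in paraffin tumours, each against normal tissue. The MFH tumour entered the fit but no contrast. P-values were adjusted by Benjamini-Hochberg over all genes, with a threshold of 0.05. Means of the other groups are means of group means, and their SD is over tumours. A difference is on the log2 scale with its SE from the fit. Where no array of 1 side detected a gene, the fold is given as a lower bound, computed with that side at the intensity at which detection begins. Where most tumours of 1 side did not detect a gene, the difference is from the floor of the scale.

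Gene lists were tested with limma's camera at a preset correlation of 0.01 and adjusted over the 26 lists of a contrast (592 genes in all). The lists were smooth muscle contraction, adipocyte, the 12q13-15 region amplified in many liposarcomas, synovial sarcoma markers, Schwann cell and neural crest, skeletal muscle, epithelial, endothelial, macrophage, T and NK cell, B and plasma cell, red blood cell, cartilage and bone, collagen matrix, cell division, interferon response, hypoxia and glycolysis, immediate early, miRNA processing, RAS-MAPK output, Wnt targets, p53 targets, HOX, cancer-testis, cytosolic ribosomal protein and oxidative phosphorylation. With an estimated correlation 1 list call remained, the lower HOX list of spindle cell tumors, so each list call below is followed by its adjusted p with an estimated correlation. Duplicates, the grouping by histology and the relation of RAS output to miRNA processing were tested with 100000 permutations, for which the smallest possible p is 1e-05. The last was two-sided, and the others counted permutations with a correlation at least as high.

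The groups, tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined. The rule named, per contrast, up to 8 genes each way with an adjusted p under 0.05 and no overlap between the sides, or where none passed, the 5 each way with the smallest p, then up to 4 members with the smallest p of each passing list and of the group's own lineage list, and DROSHA, DGCR8, DICER1, TARBP2 and AGO2, given here by the F-test. After the values were seen, the members named per list were narrowed to 1 to 4, always from the smallest p upward. Alternatives covered the scaling, background correction, offset, filter, choice of probe, handling of duplicates, array weights, a covariate for the detected share, the comparison groups, the test and leaving out each tumour. After the data were seen, refits without the MFH tumour, and without the 4 tumours that stood farthest from the rest, were added.

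The fit was tested on simulated data with the real spread, 15192 genes and 100 genes changed by each size per contrast. A log2 change of 4 was recovered for 59% of changed genes in leiomyosarcoma against liposarcoma, 79% in leiomyosarcoma, 76% in liposarcoma, 70% in synovial sarcoma, 70% in MPNST and 78% in spindle cell tumor against the other groups. A log2 change of 2 was recovered for 22%, 38%, 34%, 32%, 21% and 41%, in that order. The F-test recovered 48% of 200 genes changed by a log2 of 4 in MPNST alone. Of the calls, 2.4%, 3.3%, 8.3%, 7.3%, 7.1% and 2.5% were false in the contrasts, in that order, and 11% in the F-test, so some were above the nominal 5%. With no change simulated, 0 genes passed. Each setting was simulated once, with genes drawn independently and each gene given the same spread in every tumour. Correlation between genes and differences in quality between tumours were not simulated. Shuffled labels of the real tumours gave up to 1712 calls in a contrast, so these recovery and false-call rates may not hold for the real data. The miRNA activity algorithm of the study needs target predictions and normal tissue and is not analysed here.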

Results

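The series holds 23 array profiles of 15 sarcomas. A probe counts as detected in a tumour when all its arrays detect it, so the shares of tumours run on 2 arrays come out lower. Probes detected per tumour ranged from 45.3% in synovial sarcoma tumour 7 and 50.6% in leiomyosarcoma tumour 10 to 77.0% in spindle cell tumor 22. By group the detected share was 63.7% ± 11.4 (SD, n = 3) in leiomyosarcoma, 61.6% ± 3.32 (SD, n = 3) in liposarcoma, 57.8% ± 17.6 (SD, n = 2) in synovial sarcoma, 70.2% ± 3.94 (SD, n = 2) in MPNST and 70.6% ± 4.55 (SD, n = 4) in spindle cell tumor, and it was 58.5% in the MFH tumour. By single array the share was 60.1% and 58.7% in leiomyosarcoma tumour 10 and 65.0% and 71.1% in the MFH tumour. Olfactory receptor genes, which are silent in most tissues, served as a gauge of signal not owed to the tumour's transcripts. Of 361 measured, a median of 13.4% was detected in the 14 tumours other than MFH, but 64.8% in spindle cell tumor 22 and 75.6% in the MFH tumour.

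**Figure D1:**
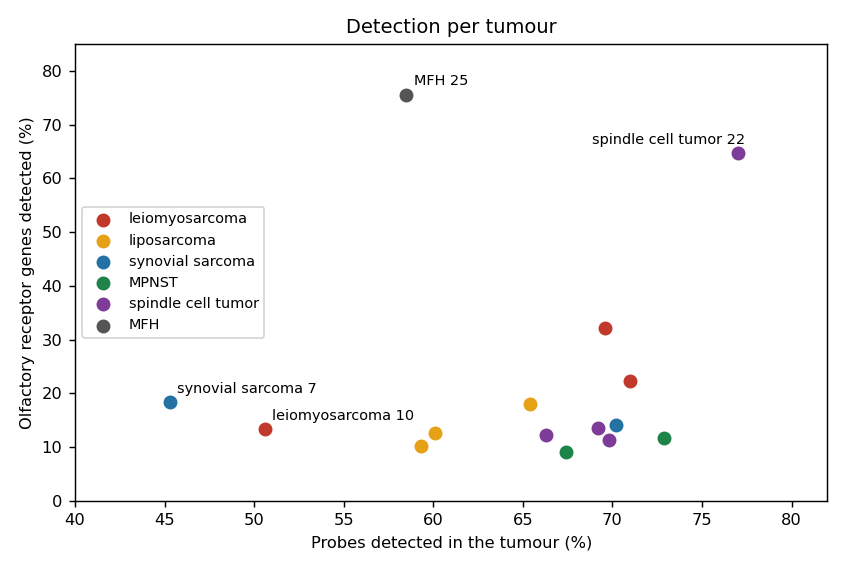
Percent of probes (x axis) against percent of olfactory receptor genes (y axis) detected on all arrays of a tumour, 1 point per tumour, coloured by group. The MFH tumour (75.6%) and spindle cell tumor 22 (64.8%) lie above all others, the highest of which is at 32.1%, and synovial sarcoma tumour 7 and leiomyosarcoma tumour 10 have the lowest detected shares.

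The first question was whether the difference between the 2 arrays of a tumour was small against that between tumours. The 2 arrays of a tumour correlated with a mean Pearson r of 0.916 over genes, from 0.796 in leiomyosarcoma tumour 10 to 0.977 in synovial sarcoma tumour 6, and random matchings of the 16 arrays gave a mean of 0.684 (permutation p = 3e-05). For 16 of 16 arrays the closest array was the tumour's own duplicate. The median gene had an SD of 0.495 between the 2 arrays of a tumour on the log2 scale and an SD between tumours of a group of 0.894, a ratio of 1.81. The first SD may include differences between RNA preparations, which the labels do not describe. Genes are not independent replicates, so these correlations describe arrays only.

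Tumours of a shared histology resembled each other little more than tumours of different ones. The mean r was 0.806 within groups and 0.705 between groups, a difference of 0.101 (permutation p = 0.013, n = 15). This rested on the MFH tumour, a group of its own, whose median r to the other tumours was 0.262: without it the difference was 0.0249 (permutation p = 0.12). Only 6 of the 14 tumours that have a group partner were closest to it. Average-linkage clustering first separated the MFH tumour, then synovial sarcoma tumour 7, spindle cell tumor 22 and leiomyosarcoma tumour 10, each alone, and left the remaining histologies mixed.

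Among the 5 groups, SGPP2, a sphingosine-1-phosphate phosphatase, and KRT14, the keratin of basal epidermal cells, differed most clearly. SGPP2 stood at 9.00 ± 0.55 (SD, n = 4) in spindle cell tumors and KRT14 at 12.66 ± 1.02 (SD, n = 4), against 5.04 ± 0.22 and 5.51 ± 0.19 (SD, n = 2) in MPNST. In synovial sarcoma KRT14 was as high, at 12.7 ± 0.76, while SGPP2 was 7.23 ± 0.55 (SD, n = 2). The transcription factor NKX2-1 was 8.28 ± 0.89 (SD, n = 2) and CALCB, a calcitonin gene-related peptide, 7.77 ± 0.60 (SD, n = 2) in MPNST, and no tumour of the other 4 groups detected either. CDX2, an intestinal homeobox factor, was 8.87 ± 0.59 (SD, n = 2) in MPNST and 7.70 ± 1.15 (SD, n = 2) in synovial sarcoma. The limma F-test called 12 of 15192 genes (1162 at unadjusted p under 0.05), the others being GCGR, WFDC1, GRIA4, KLHL14, TOX3, SPIN2A and SHISA2. These genes were named after their values were seen. The count was 0 without spindle cell tumor 21 or 24, and it was 1335 without synovial sarcoma tumour 6.

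Leiomyosarcoma was compared with liposarcoma because the study used these 2 histologies to check its miRNA activity results in paraffin tumours. There each was set against normal tissue, not against the other, and the study's main analysis of public arrays covered more histologies. Contractile genes were higher in leiomyosarcoma and fat cell genes in liposarcoma. Of 27 smooth muscle genes measured, 22 were higher in leiomyosarcoma (median log2 difference 0.62, adjusted p = 0.00017, adjusted p = 0.73 with an estimated correlation), among them PDLIM3 at 10.86 ± 0.64 against 7.72 ± 1.38 (SD, n = 3 each), the tropomyosin gene TPM1 at 12.75 ± 0.19 against 11.62 ± 0.36, the myosin light chain kinase gene MYLK at 11.72 ± 0.67 against 10.50 ± 0.47 and KCNMB1 at 11.14 ± 1.66 against 8.77 ± 1.19. All 27 adipocyte genes were lower (median -1.73, adjusted p = 1.3e-10, adjusted p = 0.73 with an estimated correlation), including the adipogenic receptor PPARG at 6.66 ± 0.47 against 9.50 ± 0.97, TIMP4 at 8.39 ± 1.35 against 11.60 ± 1.43, hormone-sensitive lipase LIPE, at least 2.94-fold lower, and the retinol carrier RBP4, at least 8.06-fold lower. Cell division genes were higher in 22 of 23 cases (adjusted p = 1.1e-06, adjusted p = 0.73 with an estimated correlation), with the mitotic kinesin KIF11 at 8.34 ± 0.78 against 5.64 ± 0.71.

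Of 19 macrophage genes 16 were lower in leiomyosarcoma (adjusted p = 0.012, adjusted p = 0.77 with an estimated correlation), and of 13 B and plasma cell genes 10 were lower (adjusted p = 0.0011, adjusted p = 0.73 with an estimated correlation), with C1QA at 8.77 ± 0.89 against 10.12 ± 0.08 and CD79A, a part of the B cell receptor, at 10.63 ± 0.54 against 12.78 ± 0.29 (SD, n = 3 each). T and NK cell genes did not pass (15 of 17 lower, adjusted p = 0.059). The 12q13-15 region, of which 15 of 25 genes were lower in leiomyosarcoma, did not pass (adjusted p = 0.37). Its smallest p were those of B4GALNT1, TSFM, CPM and CCT2, whose differences were 1.16 ± 0.53, -0.69 ± 0.42, -1.88 ± 1.38 and -0.54 ± 0.42 (SE).

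No single gene passed. Limma called 0 genes (934 at unadjusted p under 0.05), no member of these lists passed when adjusted over the list alone, and the smallest adjusted p was 0.158, for the adhesion gene DSCAML1, at least 10.8-fold lower in leiomyosarcoma. The other genes with the smallest p were NPAS4, PLXNB3, CLEC5A, ISG20L2 and ZNF596, higher in leiomyosarcoma by 5.88, 4.63, 3.83, 2.38 and 2.66, and CNTD1, SPIN2A, NCF1C and TTC12, with differences of -3.69, -4.04, -4.35 and -3.60. SPIN2A was detected in 0 of 3 leiomyosarcomas, at 4.86, so its difference is from the floor of the scale. A share of 12.4% of genes had no overlap between the 3 and 3 tumours, where chance gives 10%. The smooth muscle call rested on leiomyosarcoma tumour 9, without which its adjusted p was 0.6.

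**Figure D2:**
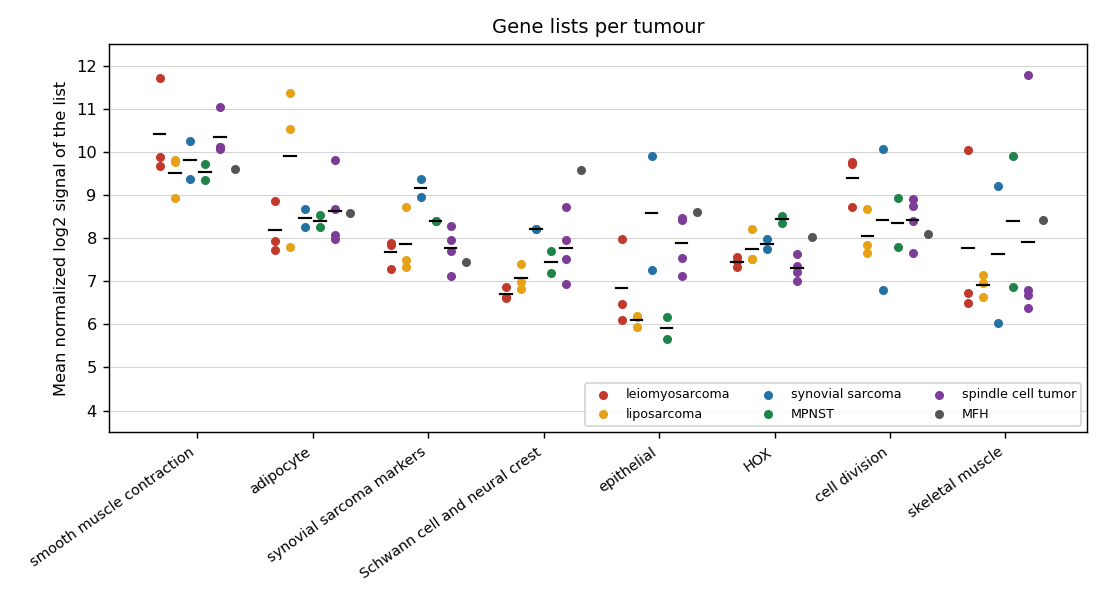
Mean normalized log2 signal of the measured members of 8 gene lists (y axis), 1 point per tumour, coloured by group, with a bar at the mean of each group of 2 or more tumours. Leiomyosarcoma tumour 9 has the highest smooth muscle mean and liposarcoma tumours 2 and 4 the highest adipocyte means, while both synovial sarcomas have the highest means of the synovial sarcoma markers.

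Against the mean of the other groups, leiomyosarcoma had higher contractile and cell division genes. The smooth muscle list mean was 10.4 ± 1.1 (SD, n = 3), level with 10.3 ± 0.47 (SD, n = 4) in spindle cell tumors. It was 9.5 in liposarcoma, 9.53 in MPNST and 9.81 in synovial sarcoma, so the difference is from those groups. It also rested on leiomyosarcoma tumour 9, as given below. Of 27 smooth muscle genes 23 were higher (median 0.78, adjusted p = 0.00024, adjusted p = 0.64 with an estimated correlation), with TPM1 higher by 0.86 ± 0.27, MYLK by 1.02 ± 0.35, PDLIM3 by 1.65 ± 0.66 and CALD1 by 0.81 ± 0.37 (SE). Of 23 cell division genes 21 were higher (median 1.22, adjusted p = 3.8e-06, adjusted p = 0.53 with an estimated correlation), including the mitotic kinases PLK1 and CDK1, by 1.45 ± 0.57 and 1.73 ± 0.68. The cell division list mean was 9.4 ± 0.59 (SD, n = 3), against 8.06 in liposarcoma, 8.36 in MPNST and 8.43 in spindle cell tumors. In synovial sarcoma it was 8.43 ± 2.3 (SD, n = 2), a spread that reaches above the leiomyosarcoma mean. Wnt target genes were lower (10 of 13, adjusted p = 0.0038, adjusted p = 0.14 with an estimated correlation), led by cyclin D2, CCND2, at 8.35 ± 1.64 (SD, n = 3) against 11.57 ± 0.70 (SD, n = 11), and the Wnt inhibitor WIF1, at least 5.45-fold lower, and 2 members passed when adjusted over the list alone.

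The Schwann cell and neural crest list (15 of 20 lower, adjusted p = 7e-04, adjusted p = 0.17 with an estimated correlation), the synovial sarcoma markers (17 of 22 lower, adjusted p = 0.0054, adjusted p = 0.23 with an estimated correlation) and the adipocyte list (23 of 27 lower, adjusted p = 0.005, adjusted p = 0.8 with an estimated correlation) also passed in leiomyosarcoma. Their smallest p were those of NCAM1, with a difference of -2.35 ± 0.81, of the testis antigen PRAME, at least 5.49-fold lower, with 1 marker passing when adjusted over the list alone, and of RBP4, at least 2.53-fold lower. HOX genes were lower in 19 of 28 cases (adjusted p = 0.039, adjusted p = 0.17 with an estimated correlation), yet the member with the smallest p, HOXA2, was higher, by 1.72 ± 0.42, and was the 1 that passed when adjusted over the list alone. Endothelial genes (16 of 19 lower, adjusted p = 0.027, adjusted p = 0.71 with an estimated correlation) and B and plasma cell genes (10 of 13 lower, adjusted p = 0.043, adjusted p = 0.8 with an estimated correlation) were led by ROBO4, at least 1.34-fold lower, and CD79A, with a difference of -1.20 ± 0.48.

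Limma called 0 genes in leiomyosarcoma (908 at unadjusted p under 0.05), and 0.671% of genes had no overlap with the other groups, where chance gives 0.549%. The smallest p were those of SLC5A12, PLXNB3, CDC14A, NPAS4 and CDCA8, with differences of 1.40, 3.75, 1.41, 4.24 and 2.48, and of GCGR, DLX5, TTC12, CCND2 and STRBP, with differences of -3.52, -3.82, -3.18, -3.22 and -2.15. GCGR was detected in 0 of 3 leiomyosarcomas. The smooth muscle list turned to lower without leiomyosarcoma tumour 9 (adjusted p = 0.99), and the endothelial list turned to higher without tumour 10 (adjusted p = 0.97), the leiomyosarcoma with the fewest detected probes.

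Liposarcoma had higher fat cell and immune cell genes than the mean of the other groups. The same immune lists were also called higher in spindle cell tumors, so they do not set liposarcoma apart. All 27 adipocyte genes were higher (median 1.46, adjusted p = 5e-13, adjusted p = 0.5 with an estimated correlation), with PPARG at 9.50 ± 0.97 (SD, n = 3) against 6.93 ± 1.23 (SD, n = 11), LIPE at 7.67 ± 2.28 against 5.22 ± 0.51, LGALS12 at 9.42 ± 3.01 against 6.55 ± 1.38 and the glycerol-3-phosphate dehydrogenase GPD1 at 7.85 ± 2.66 against 5.28 ± 0.82. The list mean was 11.37 and 10.53 in tumours 2 and 4 but 7.80 in tumour 5, where only leiomyosarcoma tumour 8 (7.72) was lower. Of the list, 1 member passed when adjusted over the list alone and 0 over all genes. Macrophage genes (18 of 19, adjusted p = 2.1e-07, adjusted p = 0.5 with an estimated correlation), T and NK cell genes (16 of 17, adjusted p = 6.9e-06, adjusted p = 0.5 with an estimated correlation) and B and plasma cell genes (10 of 13, adjusted p = 0.0015, adjusted p = 0.7 with an estimated correlation) were higher. Their smallest p were those of the complement gene C1QA, higher by 1.63 ± 0.59, the T cell receptor chain CD3G, by 1.71 ± 0.68, and the immunoglobulin joining chain JCHAIN, by 2.80 ± 0.87 (SE).

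Epithelial genes were lower in liposarcoma (20 of 22, adjusted p = 3.9e-06, adjusted p = 0.5 with an estimated correlation), with KRT5 at 5.42 ± 1.09 (SD, n = 3) against 10.75 ± 2.35 (SD, n = 11), and 1 member passed when adjusted over the list alone. The list mean of 6.10 was close to those of MPNST (5.91) and leiomyosarcoma (6.84) and below those of spindle cell tumor (7.88) and synovial sarcoma (8.58). Epidermis genes, a list drawn up after the values were seen, had means of 6.49 to 7.18 in liposarcoma, 6.57 to 6.78 in leiomyosarcoma, 7.86 to 11.2 in spindle cell tumors and 10.6 and 8.08 in synovial sarcoma, so the difference may rest on the last 2 groups. Skeletal muscle genes (19 of 23, adjusted p = 0.011, adjusted p = 0.84 with an estimated correlation), cell division genes (17 of 23, adjusted p = 0.0033, adjusted p = 0.82 with an estimated correlation) and smooth muscle genes (18 of 27, adjusted p = 0.034, adjusted p = 0.84 with an estimated correlation) were lower, led by TNNI2, TPX2 and PDLIM3 with differences of -2.88 ± 1.51, -1.39 ± 0.59 and -2.27 ± 0.66. The skeletal muscle means of the liposarcomas, 6.64 to 7.13, were like those of most other tumours, while 4 tumours of the other groups, 1 in each, had means of 9.22 to 11.78, so the difference rests on those 4. The 12q13-15 region did not pass (14 of 25 higher, adjusted p = 0.58), with GLI1 at -1.44 ± 0.65, CPM at 2.08 ± 1.11, CYP27B1 at -1.94 ± 1.04 and CCT2 at 0.62 ± 0.34 (SE).

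Limma called 0 genes in liposarcoma (809 at unadjusted p under 0.05). The smallest adjusted p was 0.0603, for DSCAML1, at 9.55 ± 0.80 (SD, n = 3) against 5.25 ± 0.90 (SD, n = 11). CNTD1, SLA, ABHD14B and SRI came next among higher genes, with differences of 3.11, 2.93, 1.76 and 2.25, and WFDC1, NPTX2, GCGR, AOPEP and HSPA2 among lower ones, with -2.14, -2.65, -2.93, -2.18 and -3.23. WFDC1 was detected in 0 of 3 liposarcomas, at 4.79, so its difference is from the floor of the scale. A share of 0.599% of genes had no overlap, where chance gives 0.549%. The adipocyte call held without any 1 tumour, with adjusted p from 2.8e-27 to 2.9e-05, while the cell division call was lost without synovial sarcoma tumour 6 (adjusted p = 0.42) or liposarcoma tumour 4 (adjusted p = 0.097).

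Synovial sarcoma had higher epithelial and synovial marker genes. BARX2, a homeobox gene, was 11.77 ± 0.65 (SD, n = 2) against 6.92 ± 1.27 (SD, n = 12), a 28.8-fold difference, TOX3, an HMG-box gene, was 8.77 ± 0.94 against 4.95 ± 0.41, with no other tumour detecting it on all its arrays, and the glutamate receptor subunit GRIA4 was 10.17 ± 0.13 against 6.56 ± 0.73. SHISA2, the pseudogene ZDHHC8BP, SCUBE1, FIBCD1 and CLUL1 were higher by 4.42 ± 0.67, 4.39 ± 0.65, 4.06 ± 0.57, 3.81 ± 0.49 and 3.58 ± 0.54 (SE). The homeobox gene LBX2 was at least 4.19-fold lower, with 0 of 2 synovial sarcomas and 11 of 12 other tumours detecting it, and C8orf48 and the signalling adaptor GAB2 were lower, with differences of -2.38 ± 0.34 and -2.23 ± 0.34. Limma called 14 genes, 11 higher and 3 lower (1806 at unadjusted p under 0.05), each of the named genes with an adjusted p from 0.0129 to 0.0393.

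By lists, 20 of 22 epithelial genes were higher in synovial sarcoma (median 1.92, adjusted p = 7.2e-09, adjusted p = 0.31 with an estimated correlation), with KRT14 higher by 3.63 ± 0.63 and KRT8, a keratin of simple epithelia, by 3.64 ± 0.68, and 5 passed when adjusted over the list alone. Epidermis genes, a list drawn up after the values were seen, were high in the same tumours, with a mean of 10.6 in tumour 6 and 8.08 in tumour 7 against 6.23 to 7.18 in leiomyosarcoma, liposarcoma and MPNST. Of 22 synovial sarcoma markers 16 were higher (median 1.41, adjusted p = 0.00066, adjusted p = 0.31 with an estimated correlation): the corepressor TLE1 was 9.13 ± 0.54 (SD, n = 2) against 6.49 ± 0.83 (SD, n = 12), FGFR3 8.36 ± 0.45 against 6.37 ± 0.64, PRAME 10.40 against 7.24 ± 2.26, and SSX4, a paralogue of the SSX genes fused to SS18 in this sarcoma, 10.61 ± 1.30 against 5.97 ± 1.98, with 2 passing when adjusted over the list alone. Schwann cell genes (16 of 20, adjusted p = 0.014, adjusted p = 0.32 with an estimated correlation) were higher, led by PMP2, higher by 4.57 ± 1.12, and GFRA3, by 4.10 ± 1.02, and 2 higher and 1 lower member passed when adjusted over the list alone. All 17 cartilage and bone genes were higher (adjusted p = 0.0042, adjusted p = 0.4 with an estimated correlation), with CNMD higher by 1.38 ± 0.46 and none passing when adjusted over the list alone.

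Macrophage genes (18 of 19, adjusted p = 1.1e-05, adjusted p = 0.41 with an estimated correlation) and T and NK cell genes (12 of 17, adjusted p = 0.046, adjusted p = 0.84 with an estimated correlation) were lower in synovial sarcoma, with MS4A7 at -3.70 ± 0.86 and GZMK at -3.24 ± 0.78 (SE). Of these lists, 3 and 2 members passed when adjusted over the list alone. The T and NK cell mean of 7.04 was close to that of MPNST, 6.93. Of all genes, 2.55% had no overlap with the other groups, where chance gives 2.2%. The gene count of 14 became 2 to 6 without any 1 tumour of the other groups in the contrast. Leaving out the MFH tumour after normalization cannot change it, since that tumour is a group of its own outside the contrast. Without synovial sarcoma tumour 6, tumour 7, in which the fewest probes were detected, stands alone and is assumed to vary like the other groups. Without tumour 7 the same is assumed of tumour 6. Of the 5 genes then called, 0 were among the 14, so each gene named above lost its call. Without tumour 6 the epithelial list no longer passed (adjusted p = 0.31), and with the detected share as a covariate 1 gene passed.

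In MPNST the zinc finger transcription factor SALL3 was 10.77 ± 0.95 (SD, n = 2) against 5.72 ± 0.81 (SD, n = 12), where 1 of 12 tumours detected it, the nuclear receptor RORB was 10.91 ± 0.72 against 5.99 ± 1.09 and the LIM homeobox gene LHX8 9.72 ± 0.43 against 5.41 ± 1.06. KNDC1 was higher by 5.68 ± 0.98, the cytokine-like gene CYTL1 by 4.98 ± 0.86, the glucagon receptor GCGR by 4.84 ± 0.62, the synaptogyrin SYNGR4 by 4.65 ± 0.63 and NWD1 by 4.52 ± 0.62 (SE). The 4 lower genes were KRT14, with a difference of -5.36 ± 0.63, the lymphoid chemokine CCL21, -4.84 ± 0.85, the immunoproteasome subunit PSMB8, -2.70 ± 0.35, and NLRC5, the activator of MHC class I genes, -2.56 ± 0.44. Limma called 39 genes, 35 higher and 4 lower (1023 at unadjusted p under 0.05), and 5.24% of genes had no overlap with the other groups, where chance gives 2.2%.

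**Figure D3:**
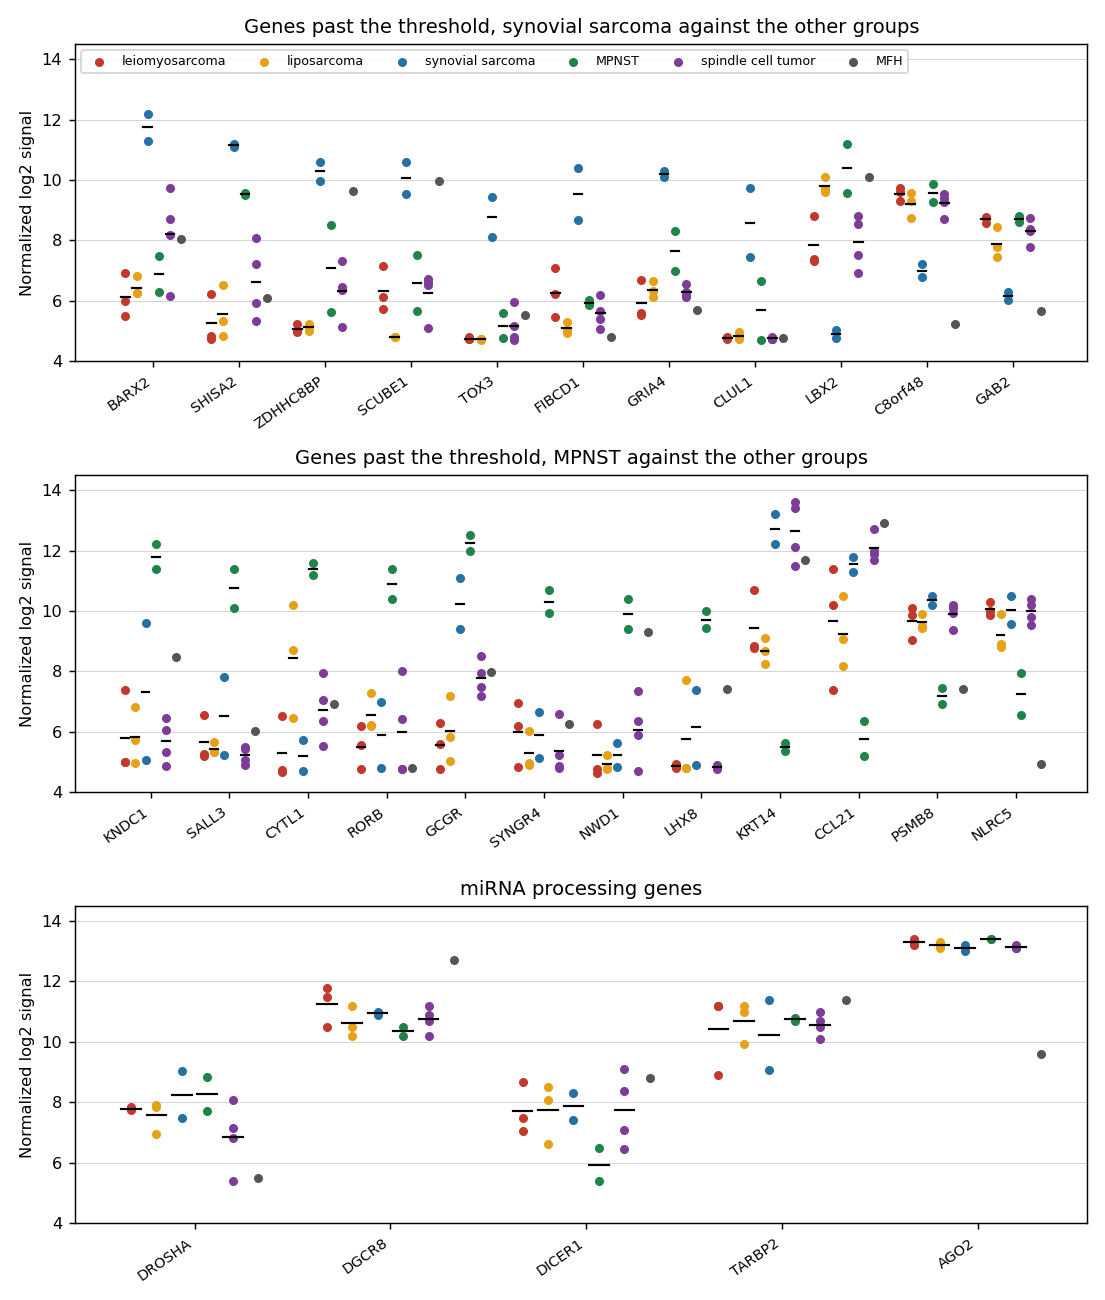
Normalized log2 signal (y axis) of the genes past the threshold and without overlap in synovial sarcoma and in MPNST, and of 5 miRNA processing genes, 1 point per tumour, coloured by group, with a bar at the mean of each group of 2 or more tumours. The 2 tumours of the tested group lie outside the range of the 12 others of the contrast for each gene of the upper panels, while in the lower panel AGO2 is near 13 in every group but MFH.

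Signalling and patterning lists were higher in MPNST. Of 16 RAS-MAPK output genes 13 were higher (median 0.68, adjusted p = 0.013, adjusted p = 0.61 with an estimated correlation), with ETV4 at 8.81 ± 0.12 (SD, n = 2) against 6.68 ± 0.93 (SD, n = 12) and the feedback inhibitor SPRY2 at 11.93 ± 0.42 against 11.16 ± 0.44. The mean z-score of the list was highest in MPNST tumour 11 (0.614). Tumour 12 (0.341) was below leiomyosarcoma tumour 8 (0.528), spindle cell tumor 22 (0.5) and liposarcoma tumour 5 (0.383), so a high score is not particular to MPNST. Immediate early genes (14 of 16, adjusted p = 0.023, adjusted p = 0.61 with an estimated correlation) included EGR3, higher by 2.54 ± 0.79. HOX genes (21 of 28, adjusted p = 0.0079, adjusted p = 0.12 with an estimated correlation) included HOXB8, higher by 2.05 ± 0.64, and HOXD13, at 11.67 ± 0.33 against 8.67 ± 1.63, and Wnt targets (9 of 13, adjusted p = 0.037, adjusted p = 0.43 with an estimated correlation) included WIF1, by 2.47 ± 0.57, the 1 that passed when adjusted over the list alone. The Wnt list mean of 9.37 ± 0.19 was close to that of synovial sarcoma, 9.1 ± 0.27 (SD, n = 2 each).

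Genes of epithelium, red blood cells, vessels, macrophages and T and NK cells were lower in MPNST. The B and plasma cell list did not pass (9 of 13 lower, adjusted p = 0.15), and its 1 member past the threshold when adjusted over the list alone was higher. Of 22 epithelial genes 20 were lower (adjusted p = 1.1e-06, adjusted p = 0.43 with an estimated correlation), of which KRT14 passed over all genes and when adjusted over the list alone. The list mean of 5.91 was close to that of liposarcoma (6.10). The epidermis means of 6.23 and 6.60 were like those of liposarcoma and leiomyosarcoma, against up to 11.2 in spindle cell tumors and 10.6 in synovial sarcoma tumour 6, so this difference too may rest on the levels of those 2 groups. T and NK cell genes (16 of 17, adjusted p = 0.00057, adjusted p = 0.61 with an estimated correlation), macrophage genes (16 of 19, adjusted p = 0.022, adjusted p = 0.71 with an estimated correlation), endothelial genes (16 of 19, adjusted p = 0.012, adjusted p = 0.61 with an estimated correlation) and all 9 red blood cell genes (adjusted p = 0.012, adjusted p = 0.61 with an estimated correlation) were lower. GZMA, C1QC, KDR and the fetal globin HBG1 had the smallest p of these lists, with differences of -1.59 ± 0.59, -1.12 ± 0.61 and -1.13 ± 0.38 for the first 3 and an at least 4.96-fold lower level for HBG1. The T and NK cell mean of 6.93 was close to that of synovial sarcoma (7.04), and the endothelial mean of 8.95 to that of leiomyosarcoma (9.06). Macrophage genes had a mean of 9.26 in MPNST and a lower one, 8.59, in synovial sarcoma. Low levels of these 3 lists are thus not particular to MPNST. Smooth muscle genes (19 of 27, adjusted p = 0.018, adjusted p = 0.71 with an estimated correlation), adipocyte genes (20 of 27, adjusted p = 0.036, adjusted p = 0.82 with an estimated correlation) and cancer-testis genes (8 of 9, adjusted p = 0.032, adjusted p = 0.61 with an estimated correlation) were lower, with RBPMS at -1.78 ± 0.52, PNPLA2 at -0.95 ± 0.51 and MAGEA12 at least 1.77-fold lower.

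The Schwann cell and neural crest list, the lineage of MPNST, did not pass (adjusted p = 0.93). SOX2 was at least 1.86-fold higher and NCAM1 higher by 1.96 ± 0.95, while the Schwann cell regulator SOX10 had a difference of -2.38 ± 0.94 (SE) and GFRA3 was at least 2.99-fold lower. None passed over all genes, and SOX2 alone passed when adjusted over the list alone. The gene count was 8 without MPNST tumour 12, 14 without tumour 11, 23 to 25 without liposarcoma tumour 2 or 4 or spindle cell tumor 21 or 24, and 120 without synovial sarcoma tumour 6. Without tumour 11 the adjusted p of the RAS-MAPK, HOX and Wnt lists rose past the threshold, to 0.21, 0.07 and 0.21. Without 1 MPNST the other stands alone and is assumed to vary like the other groups, so these values do not show whether the MPNST results depend on 1 tumour.

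Spindle cell tumors had higher epithelial, endothelial and blood cell genes and lower HOX genes. SGPP2 was 9.00 ± 0.55 (SD, n = 4) against 5.80 ± 0.90 (SD, n = 10), detected in 4 of 4 tumours against 1 of 10, and was the 1 gene limma called (adjusted p = 0.00387; 744 at unadjusted p under 0.05). SGPP2 lost the call without background correction (adjusted p = 0.051), in the authors' scaled table (0.067), with first arrays (0.057) and with all 23 arrays and the tumour as block (0.062), though it was higher by 2.47 to 3.21 in each. Of 28 HOX genes 25 were lower (median -0.64, adjusted p = 7.2e-05, adjusted p = 0.019 with an estimated correlation), with HOXB8 at 7.50 ± 0.70 against 9.45 ± 1.12 and HOXA2 at 5.42 ± 0.55 against 6.66 ± 1.16. The HOX list mean of 7.3 ± 0.26 (SD, n = 4) was close to that of leiomyosarcoma, 7.45 ± 0.12 (SD, n = 3). It was farthest from that of MPNST, 8.43 ± 0.12 (SD, n = 2), so low HOX genes are not particular to spindle cell tumors. Of 22 epithelial genes 17 were higher (adjusted p = 0.00018, adjusted p = 0.39 with an estimated correlation), with KRT14 at 12.66 ± 1.02 against 9.07 ± 2.49 and RAB25 at 11.25 ± 1.44 against 7.90 ± 2.35, and 3 passed when adjusted over the list alone. Synovial sarcoma had KRT14 as high, at 12.7 ± 0.76 (SD, n = 2), and a higher epithelial list mean, 8.58 against 7.88 in spindle cell tumors.

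**Figure D4:**
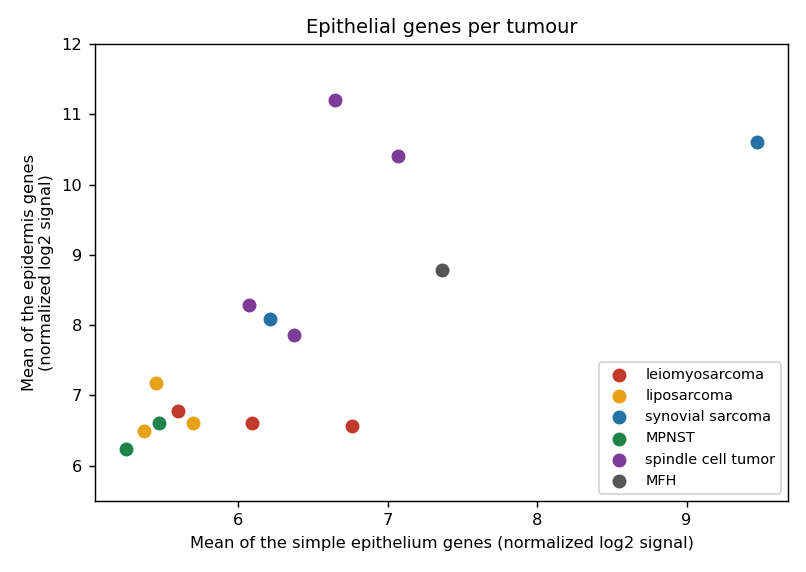
Mean normalized log2 signal of 11 simple epithelium genes (x axis) against that of 26 epidermis genes (y axis), 1 point per tumour, coloured by group, on lists drawn up after the values were seen. The 4 spindle cell tumors have epidermis means from 7.86 to 11.2, above all leiomyosarcomas, liposarcomas and MPNST, and synovial sarcoma tumour 6 is high on both axes.

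Endothelial genes (17 of 19, adjusted p = 4.7e-07, adjusted p = 0.3 with an estimated correlation), macrophage genes (18 of 19, adjusted p = 4.5e-05, adjusted p = 0.39 with an estimated correlation), T and NK cell genes (14 of 17, adjusted p = 0.0019, adjusted p = 0.45 with an estimated correlation), red blood cell genes (8 of 9, adjusted p = 0.00025, adjusted p = 0.39 with an estimated correlation) and smooth muscle genes (20 of 27, adjusted p = 0.00049, adjusted p = 0.45 with an estimated correlation) were higher in spindle cell tumors. ROBO4 was higher by 1.43 ± 0.45, MS4A7 by 1.64 ± 0.67, GZMK by 1.67 ± 0.60, HBD by 2.05 ± 0.73 and TPM1 by 0.59 ± 0.25 (SE). The red blood cell mean ran from 6.96 in tumour 21, above only liposarcoma tumour 5 and MPNST tumour 11 among the other groups, to 10.1 in tumour 22, where many olfactory receptor genes were detected. The smooth muscle mean was 11.04 in tumour 24, which also had the highest skeletal muscle mean, against 10.1 in the other 3, and without that tumour the list did not pass (adjusted p = 0.077). Cartilage and bone genes (12 of 17, adjusted p = 0.011, adjusted p = 0.39 with an estimated correlation) and synovial sarcoma markers (16 of 22, adjusted p = 0.047, adjusted p = 0.39 with an estimated correlation) were lower, led by COL11A2 at -1.74 ± 0.49 and PRAME at -2.38 ± 0.78. B and plasma cell genes were higher (9 of 13, adjusted p = 0.6 with an estimated correlation), and 12q13-15 genes (18 of 25, adjusted p = 0.39 with an estimated correlation) and p53 targets (13 of 17, adjusted p = 0.45 with an estimated correlation) were lower, at adjusted p that round to 0.05, led by BLK at 1.46 ± 0.49, B4GALNT1 at -1.31 ± 0.39 and PHLDA3 at -1.80 ± 0.79 (SE). None of the members of these 10 lists passed when adjusted over the list alone.

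A share of 0.151% of genes had no overlap between spindle cell tumors and the other groups, where chance gives 0.2%. The gene count was 2 without spindle cell tumor 22, spindle cell tumor 23 or leiomyosarcoma tumour 10 and 252 without synovial sarcoma tumour 6. The T and NK cell call was lost without tumour 23 (adjusted p = 0.7), and the B and plasma cell list turned to lower without it (adjusted p = 0.98).

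Collagen matrix, interferon response, hypoxia and glycolysis, miRNA processing, cytosolic ribosomal protein and oxidative phosphorylation genes passed in no contrast.

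The study asked whether transcripts of the miRNA processing machinery vary with RAS signalling. AGO2, the slicing Argonaute, was near 13 in every group with 2 or more tumours, from 13.09 ± 0.14 (SD, n = 2) in synovial sarcoma to 13.41 ± 0.05 (SD, n = 2) in MPNST. DROSHA, the nuclear RNase, ranged from 6.86 ± 1.11 (SD, n = 4) in spindle cell tumors to 8.27 ± 0.79 (SD, n = 2) in MPNST, and DICER1 from 5.94 ± 0.78 in MPNST to 7.88 ± 0.63 in synovial sarcoma. DGCR8 lay between 10.33 ± 0.21 and 11.26 ± 0.69 and TARBP2, the Dicer partner, between 10.26 ± 1.66 and 10.74 ± 0.12. The limma F-test called 0 of 17 measured genes, both over all genes and adjusted over the list alone, and 1 at unadjusted p under 0.05, AGO3, which was 9.76 ± 0.09 in MPNST and 8.33 ± 0.24 (SD, n = 3) in liposarcoma.

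No RAS groups are labelled, so the mean z-score of the RAS-MAPK output genes was set against that of the processing genes over the 15 tumours. This score is another measure than the study's RAS call, which came from regression models trained on expression after controlled RAS activation. The study then compared single transcripts between called groups, in other tumours, so the values here do not test its result. Pearson's r was 0.262 (permutation p = 0.367) and Spearman's rho 0.204 (permutation p = 0.468), and r was 0.408 without the 2 tumours farthest from the median RAS-MAPK score. Of 6 relations in this family, DGCR8 had the smallest p, with r = -0.474 (permutation p = 0.0704, adjusted 0.423) and rho = -0.432 (permutation p = 0.109, adjusted 0.356). DICER1, DROSHA, TARBP2 and AGO2 had r of -0.289, -0.0546, -0.106 and 0.338. These single-gene values and the r of 0.408 include the MFH tumour. In it AGO2 was 9.605, against group means of 13.09 to 13.41, and DGCR8 12.66, against 10.33 to 11.26. The single-gene r were not computed without that tumour, so they may rest on it. Taken as deviations from group means, the scores had r = 0.0218 (permutation p = 0.94), and without the MFH tumour r was -0.0107 (permutation p = 0.97).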

Values the study reported

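The study described its paraffin cohort as 18 tumours, with 4 liposarcomas, 3 leiomyosarcomas, 2 synovial sarcomas and 9 osteosarcomas. It used 3 liposarcomas and 3 leiomyosarcomas, each against normal tissue, to check the miRNA activity results of its main analysis, which covered more histologies in public arrays. The histologies labelled in the series analysed here differ from that list and include no osteosarcoma. With mesenchymal normal tissue as the comparator, it reported in those leiomyosarcomas 25 activated and 12 silenced miRNAs, and in the liposarcomas 5 activated and 23 silenced miRNAs. In its separate frozen-tissue datasets it reported lower TARBP2, DICER1, DROSHA and DGCR8 transcripts in tumours called RAS-active, with 1-tailed p of 0.00056, 0.0019, 1.24e-5 and 0.00020.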

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

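The tests of array noise, of the quantile step, of usable RNA, of a wrong label, of epidermis and of DNA in spindle cell tumor 22 were chosen after the result they bear on was seen, and the epidermis list was drawn up after KRT1, FLG, LORICRIN and SPRR1A had been seen high, while the test on single-exon genes was set before its result was known.

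In the MFH tumour, which is in no comparison, 75.6% of olfactory receptor genes were detected, and its median r to the other tumours was 0.262. Average scaling in place of the quantile step gave these genes a median level of 10.3 in it and at most 7.86 in another tumour. This argues against that step as the cause of their high level. The deviations of its 2 arrays from the other tumours correlated with r = 0.855 over genes, but both subtract the same mean, which by itself raises r. The 2 arrays themselves had r = 0.819, above the median r to the other tumours, which argues against random failure of an array. A candidate explanation is genomic DNA carried into the assay as template: single-exon genes outside the olfactory family were detected at 56.5%, above the median of the other 14 tumours (26.1%), although spindle cell tumor 22 reached 55.1% on its 1 array. Tissue of another kind or a wrong label was not tested, and with 1 tumour a biological difference of this histology cannot be tested.

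Synovial sarcoma tumour 7 stood apart from tumour 6, with 45.3% of probes detected and a median r of 0.569 to the other tumours. Of the 25% of genes with the highest mean in the other tumours, 12.8% went undetected in it, against at most 5.11%, in leiomyosarcoma tumour 10, among the other 13 tumours without MFH. Little usable RNA may account for the gap. The share of 12.8% comes from the same detection calls as the 45.3%, so it is not separate support for that. A wrong label is argued against by the synovial sarcoma markers, whose mean of 9.36 in tumour 7 was above the highest mean in another group, 8.72. A difference between the synovial sarcomas themselves, such as the epithelial genes high in tumour 6, remains open and untested.

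Epithelial genes were higher in spindle cell tumors, by a mean of 1.02 on the log2 scale and by 1.14 without tumour 22, which argues against DNA in that tumour as its source. Skin in the blocks may be a source: the 22 epidermis genes left without the 4 that prompted the list, none of them on the epithelial list, were higher by 1.94 against 0.326 for 11 genes of simple epithelium. Both values are lowered by synovial sarcoma tumour 6, whose simple epithelium mean was 9.47. Simple epithelium means of 6.07 to 7.07 in spindle cell tumors tended above the 5.25 to 6.76 of leiomyosarcoma, liposarcoma and MPNST, with overlap, so these genes were not level either. LORICRIN, KRT10 and KRT1 reached 14.4, 13.7 and 13.9 in tumour 21, while LORICRIN was at least 10.2 in every tumour and KRT10 10.8 to 12.2 in every leiomyosarcoma, liposarcoma and MPNST. The epidermis mean was 11.2 in tumour 21, 10.4 in tumour 24 and 10.6 in synovial sarcoma tumour 6, against 7.86 in tumour 23, so the signal does not follow the group throughout, and 22 of all 26 genes were detected in at least 1 leiomyosarcoma, liposarcoma or MPNST. Expression by the tumour cells was not tested and stays open.

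Among 45 values tested in the group of 4 spindle cell tumors, 4 had a tumour far from the other 3, where chance gives about 5%. Tumour 22 had 64.8% of olfactory receptor genes detected, against 11.4% to 13.6% in the other 3, and a median r of 0.729 to the other tumours, against 0.842 to 0.858. Tumour 24 had a smooth muscle mean of 11.0, against 10.1 in each of the other 3. Tumour 23 had a PRAME level of 8.70, against 5.03 to 5.07. Of 5994 probes without a gene symbol here, 3 passed the threshold in liposarcoma against the other groups, where no named gene did.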

How the results depend on the processing

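The refits without MFH, and without 4 tumours (MFH, synovial sarcoma 7, spindle cell tumor 22 and leiomyosarcoma 10), were chosen after the data were seen. The cause of the changes below was not tested except where fewer genes or tumours enter. Counts are given in the order named. Without background correction 19 genes differed among the groups, 1 passed in liposarcoma and 0 in spindle cell tumor. The authors' scaled table gave 1 in liposarcoma and 0 in spindle cell tumor, and an offset of 50 gave 1 in liposarcoma and 9 in synovial sarcoma. With no filter 1 gene passed in leiomyosarcoma. The stricter filter, with fewer genes, gave 3 among the groups, 0 in synovial sarcoma, 4 in MPNST and 0 in spindle cell tumor, with 3 lists in synovial sarcoma and 7 in spindle cell tumor. With the first array of each tumour the counts were 3 among the groups, 2 in leiomyosarcoma against liposarcoma, 1 in leiomyosarcoma, 1 in liposarcoma, 2 in synovial sarcoma and 0 in spindle cell tumor, and with all 23 arrays and the tumour as block they were 95, 7, 5, 5, 63 and 3, with SGPP2 not among the last. SGPP2 does not enter the stricter filter. Array weights gave 120 among the groups, 1 in leiomyosarcoma against liposarcoma, 1 in leiomyosarcoma, 0 in synovial sarcoma, 125 in MPNST and 2 in spindle cell tumor. The detected share as a covariate gave 1 gene and 10 lists in synovial sarcoma, and weighting all other tumours equally gave 3 genes there. A fit of the 6 tumours alone gave 3 genes for leiomyosarcoma against liposarcoma, and the unequal-variance test of the study's methods, run two-sided where the study's was 1-tailed, gave 686 genes at unadjusted p under 0.05 and 0 after adjustment. With an estimated correlation 0 lists passed in each contrast but spindle cell tumor, with 1. Without the 4 tumours the counts were 33 among the groups, 13 in leiomyosarcoma against liposarcoma, 21 in leiomyosarcoma, 3 in liposarcoma, 2 in synovial sarcoma and 5 in spindle cell tumor, with 13 lists in synovial sarcoma. In MPNST it was 57 genes, 29 of them among the 39.

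The grouping by histology had a difference of 0.12 over the 1000 most variable genes (permutation p = 0.087) and 0.0249 without MFH (permutation p = 0.12). The RAS relation turned to -0.0107 without MFH. With average scaling the median log2 difference over all genes was -0.13 in liposarcoma, -0.18 in synovial sarcoma, 0.14 in MPNST and 0.14 in spindle cell tumor. In the main fit it was -0.0049, -0.017, 0.034 and -0.035, in that order. The Schwann cell list in MPNST, lower at adjusted p = 0.93, was -0.95 when signed without liposarcoma 2, and turned to higher with the stricter filter (0.49), without the 4 tumours (0.99) and without liposarcoma 5 (0.94), synovial sarcoma 7 (0.9), leiomyosarcoma 10 (0.97) or MPNST 11 (0.63). In leiomyosarcoma the smooth muscle list ran from -0.99 without tumour 9 to 0.013 without synovial sarcoma 6, as adjusted p signed by direction. The endothelial list ran from -0.087 without synovial sarcoma 7 to 0.97 without leiomyosarcoma 10, and was 0.79 without the 4 tumours. The log2 difference of PECAM1 ran from -1.58 without leiomyosarcoma 8 to 0.0273 without tumour 10, and was 0.125 without the 4 tumours. The B and plasma cell list of spindle cell tumors ran from -0.98 without tumour 23 to 0.53 without synovial sarcoma 6. The tallies that follow leave aside the refits without 1 tumour, which are given in the next paragraph. Of the other list results under alternatives, 580 kept their direction and their status, whether called or not, and 131 lost the call. Of the results of named genes past the threshold, 191 kept their call and 106 lost it.

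Leaving out 1 tumour at a time gave 0 to 1335 genes among the groups, 0 to 2 in leiomyosarcoma against liposarcoma, 0 to 78 in leiomyosarcoma, 0 to 175 in liposarcoma, 2 to 2517 in synovial sarcoma, 8 to 120 in MPNST, 1 to 252 in spindle cell tumor and 0 to 2 of the miRNA processing genes. The upper end came from leaving out synovial sarcoma 6, except 2 for leiomyosarcoma against liposarcoma, reached also without synovial sarcoma 7, leiomyosarcoma 10 or liposarcoma 4. Among the groups it was 0 without spindle cell tumor 21 or 24, 2 without 23, 3 to 5 without any 1 liposarcoma, any 1 MPNST or leiomyosarcoma 8 or 9, and 25 without synovial sarcoma 7. In leiomyosarcoma it was 6 without tumour 9. Lists passing ranged from 5 to 9, 7 to 11, 5 to 9, 2 to 16, 5 to 15 and 6 to 15, in the order of the contrasts. The lowest values came without liposarcoma 5 in liposarcoma, synovial sarcoma 6 in synovial sarcoma and spindle cell tumor and MPNST 11 in MPNST, and the highest without leiomyosarcoma 8 in leiomyosarcoma against liposarcoma and synovial sarcoma 7 in synovial sarcoma. No paired analysis was possible because tumour numbers are not shared between groups, and a slide block was not run because the files name no slides.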

Other observations

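All features in the next 3 paragraphs were chosen after their values were seen, and the label assignments after them were planned.

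The 3 liposarcomas fell apart among themselves. The adipocyte list had a mean of 11.4 in tumour 2 and 10.5 in tumour 4, and CPM, a carboxypeptidase gene of the 12q13-15 region, stood at 12.0 and 12.1 in them. Tumour 5 had an adipocyte mean of 7.80, a CPM level of 5.84, and a mean of 8.72 for the synovial sarcoma markers, the highest outside synovial sarcoma, with SSX4 at 9.04, although leiomyosarcoma tumour 10 had SSX4 at 10.7. MDM2, of the same region, was 10.5 and 10.4 in tumours 2 and 4 and 8.99 in tumour 5, within the range of the other tumours, 7.73 to 11.1. CDK4 was 11.4, 12.0 and 11.4 in tumours 2, 4 and 5.

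Skeletal muscle genes, which passed in liposarcoma alone, were high in single tumours of 4 groups. The list mean was 11.78 in spindle cell tumor 24, 10.1 in leiomyosarcoma tumour 8, 9.91 in MPNST tumour 11 and 9.22 in synovial sarcoma tumour 7, against 6.03 in synovial sarcoma tumour 6 and 6.86 in MPNST tumour 12.

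CDKN2A, the locus of the cell cycle inhibitor p16, was undetected in both MPNST, at 5.06 and 5.13, and the lowest of the other tumours stood at 5.89. It was also undetected in spindle cell tumor 24, synovial sarcoma tumour 7, leiomyosarcoma tumour 10 and the MFH tumour, so its absence is not particular to MPNST. The highest level, 12.0, was that of leiomyosarcoma tumour 8. The difference was not among those past the threshold.

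Other assignments of the labels were fitted for each count. For leiomyosarcoma against liposarcoma, 10 splits of the 6 tumours exist, too few for a share under 0.05. The real counts were 0 genes and 5 lists, the highest of the other splits 3 and 9, and 10 and 6 of the 10 splits gave as many. For the others 100 assignments of the labels of the 14 tumours were used, the real one included. As many genes as the real 12 among the groups came in 12 assignments (highest other 229), as the real 14 in synovial sarcoma in 15 (highest other 1613), as the real 39 in MPNST in 6 (highest other 1712) and as the real 1 in spindle cell tumor in 11 (highest other 181). In leiomyosarcoma and liposarcoma the real count was 0, so all 100 give as many whatever the data and nothing is tested (highest other 176 and 1684). As many lists came in 30 assignments in leiomyosarcoma (real 9, highest other 15), 36 in liposarcoma (real 8, highest other 12), 74 in synovial sarcoma (real 6, highest other 16), 10 in MPNST (real 12, highest other 15) and 7 in spindle cell tumor (real 12, highest other 13). Chance cannot be excluded for any of these counts above 0 over the 14 tumours. Assignments with several times the real count, such as the highest of 1613 and 1712, point to a structure of the samples, and what the tumours grouped in them share was not tested.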
